# The combination of HDAC and aminopeptidase inhibitors is highly synergistic in myeloma and leads to disruption of the NFκB signalling pathway

**DOI:** 10.18632/oncotarget.1168

**Published:** 2013-08-12

**Authors:** Emma M. Smith, Lei Zhang, Brian A. Walker, Emma L. Davenport, Lauren I. Aronson, David Krige, Leon Hooftman, Alan H. Drummond, Gareth J. Morgan, Faith E. Davies

**Keywords:** myeloma, HDAC inhibitor, aminopeptidase inhibitor, NFκB

## Abstract

There is a growing body of evidence supporting the use of epigenetic therapies in the treatment of multiple myeloma. We show the novel HDAC inhibitor CHR-3996 induces apoptosis in myeloma cells at concentrations in the nanomolar range and with apoptosis mediated by p53 and caspase pathways. In addition, HDAC inhibitors are highly synergistic, both *in vitro* and *in vivo*, with the aminopeptidase inhibitor tosedostat (CHR-2797). We demonstrate that the basis for this synergy is a consequence of changes in the levels of NFκB regulators BIRC3/cIAP2, A20, CYLD, and IκB, which were markedly affected by the combination. When co-administered the HDAC and aminopeptidase inhibitors caused rapid nuclear translocation of NFκB family members p65 and p52, following activation of both canonical and non-canonical NFκB signalling pathways. The subsequent up-regulation of inhibitors of NFκB activation (most significantly BIRC3/cIAP2) turned off the cytoprotective effects of the NFκB signalling response in a negative feedback loop. These results provide a rationale for combining HDAC and aminopeptidase inhibitors clinically for the treatment of myeloma patients and support the disruption of the NFκB signalling pathway as a therapeutic strategy.

## INTRODUCTION

Despite the recent introduction of novel therapies for the treatment of the plasma cell malignancy multiple myeloma, it remains an almost incurable disease with a high rate of relapse. At relapse the clonal cells are often resistant to standard therapies and there is a clinical need to develop novel therapeutic combinations. Epigenetic processes such as DNA methylation and regulation of chromatin structure are now considered to make an important contribution to gene regulation, oncogenic transformation and survival of neoplastic cells in a wide range of malignancies including myeloma [1, 2]. These epigenetic changes can be targeted therapeutically and there is a growing body of early data supporting the clinical efficacy of epigenetic therapies in myeloma [2].

Histone deacetylases (HDACs) are one of the best characterised components of the epigenetic machinery and encompasses a family of 18 members [3]. A major function of HDACs is to catalyse the removal of acetyl groups from histone tails which, in concert with other epigenetic mechanisms, promotes the condensation of DNA into transcriptionally inactive heterochromatin [4]. In addition to targeting histones, the de-acetylating activity of HDACs also affects numerous non-histone targets. These acetylated proteins or the ‘acetylome’ include transcription factors p53 [5, 6], STAT3 [7, 8], and the NFκB family member p65 [9-11], a target that may be of particular relevance in myeloma cells which are recognised as being highly dependent on NFκB signalling [12]. Furthermore, HDAC6 has been shown to regulate the processing of misfolded proteins via the aggresome pathway [13, 14], a process that is particularly important to myeloma cells which have to cope with a significant load of unfolded immunoglobulin[15, 16]. These diverse roles of HDACs imply that cell death resulting from their inhibition is likely to be multi-factorial and depend upon the selective activity of the inhibitor used against the different HDAC family members.

Recently developed HDAC inhibitors, such as vorinostat, panobinostat, and romidepsin have shown some promising anti-tumour activities in multiple myeloma but only modest effects in the clinical setting [17-19]. Combination studies in a number of clinical trials also support the use of HDAC inhibitors with other anti-tumour agents such as bortezomib [20], but dose limiting toxicities are frequently observed and efficacy needs to be improved. A better understanding of the mechanisms of HDAC inhibitors is required to overcome the current challenges in single and combination strategies, while new HDAC inhibitors and novel combination strategies may result in toxicity reduction and better patient outcomes.

In this study we describe the effects of a novel HDAC inhibitor, CHR-3996, on myeloma cells. CHR-3996 demonstrates HDAC inhibitory activity at low concentrations with minimal activity against HDAC6 function and the aggresome pathway [21]. We show that this HDAC inhibitor is highly efficacious against myeloma cells, inducing apoptosis via its effects on the acetylome, and go on to demonstrate that it is highly synergistic when combined with the aminopeptidase inhibitor tosedostat (CHR-2797) [22], which we have previously shown to have potent anti-myeloma activity *in vitro* and *in vivo* [23, 24]. Aminopeptidase inhibitors act downstream of the proteasome, catalysing the breakdown of proteasome generated peptides into their constituent amino acids. However, unlike proteasome inhibitors, the inhibition of aminopeptidases does not result in the toxic build-up of misfolded/aggregated proteins, so they have a different biological impact to proteasome inhibitors. Inhibiting aminopeptidases has been shown to starve the cell of essential amino acids and trigger the amino acid deprivation response [22, 23]. The combination of these compounds leads to rapid activation of NFκB signalling and a subsequent induction of a negative feedback loop, mediated via NFκB regulators such as BIRC3, resulting in myeloma cell death.

## RESULTS

### HDAC inhibition induces apoptosis of myeloma cells

CHR-3996 was shown to inhibit the proliferation of a panel of myeloma cells using the WST-1 assay based on metabolic activity (Figure 1A). The LC_50_ values for the various cell lines treated with CHR-3996 ranged from 30.3-97.6nM. In comparison to two commercially available HDAC inhibitors, SAHA and Sodium Valproate, CHR-3996 was shown to be effective at much lower concentrations and was approximately 10-fold more potent than SAHA and 10-thousand fold more potent than Sodium Valproate (Supplementary Table 1). For further experiments in two cell lines with different translocations, H929 t(4;14) and RPMI-8226 t(16;22), both associated in patients with poor prognoses and needing alternate therapeutic strategies, were selected and treated with CHR-3996. To ascertain whether CHR-3996 is cytostatic or cytotoxic, these cell lines were treated with CHR-3996 and the percentage of cells undergoing apoptosis was determined (Figure 1B). The percentage of viable cells decreased to around 50% in both cell lines and there was a concomitant increase in early and late apoptotic cells indicating that CHR-3996 induces cell death. CD138^+^ plasma cells isolated from myeloma patients were also sensitive in a WST-1 assay to CHR-3996 treatment at doses comparable to MM cell lines (average=18nM) (Figure 1C). CHR-3996 also induced apoptosis in primary patient cells in a dose-dependent manner: 24 hours following treatment there was an increase in the percentage of cells in early apoptosis and at 48 hours there was more than a two-fold increase in the percentage of both early and late apoptotic cells compared to untreated cells (Figure 1D).

**Figure 1:**
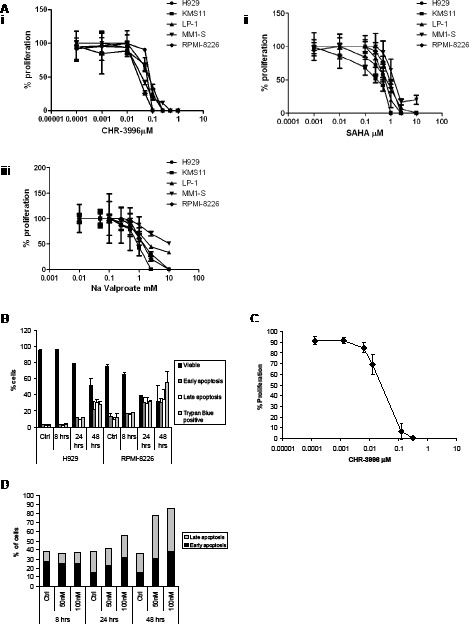
CHR-3996 inhibits the proliferation of myeloma cells and induces apoptosis **A.** A panel of myeloma cell lines were treated with a range of concentrations of CHR-3996 (i), SAHA (ii), or Sodium (Na) Valproate (iii) for 48 hours. The proliferation of the cells was monitored by metabolic activity (WST-1 assay) and is shown as a percentage of untreated cells. The LC_50_ for each cell line is shown in Supplementary Table 1. **B.** H929 and RPMI-8226 cells were treated with CHR-3996 (250 nM and 100 nM respectively) for 8, 24, or 48 hours. Apoptosis was analysed by Annexin-FITC/propidium iodide (PI) staining and analysis by flow cytometry (AnnexinV positive is defined as early apoptotic, AnnexinV and PI positive as late apoptotic) and by trypan blue exclusion. **C.** Primary CD138^+^ plasma cells from three patients were treated with a range of concentrations of CHR-3996 and the proliferation measured by WST-1 assay. **D.** Primary patient CD138^+^ plasma cells were treated with either 50 or 100 nM CHR-3996 over a time-course of 48 hours. The percentage of cells undergoing apoptosis was determined by binding of AnnexinV and PI followed by analysis by flow cytometry. Results from a representative patient are shown.

### CHR-3996 induces apoptosis via p53-dependent pathways and caspase activation

HDAC inhibitors have been widely reported to arrest cell cycle progression and up-regulate cyclin dependent kinase (cdk) inhibitors such as CDKN1A (p21) expression [25]. To test whether CHR-3996 has similar effects in myeloma cells, H929 and RPMI-8226 cells were treated with CHR-3996 and PI binding was used to determine the cellular DNA content (Figure 2A). There was evidence of a G0/G1 block in cell cycle progression; the percentage of H929 cells in G1 remained at 48%, whilst the percentage of cells in S and G2/M phase decreased from 21 to 10% and 22 to 3.5% respectively. Likewise for RPMI-8226 cells the percentage of cells in S phase fell from 30 to 25% and G2/M from 26 to 16%. Additionally, both myeloma cell lines demonstrated an increase in the percentage of cells in the subG0/G1 fraction (H929 from 5.8 to 35.6%, RPMI-8226 from 5.3 to 18.7%), indicating that drug treatment induced apoptosis.

**Figure 2:**
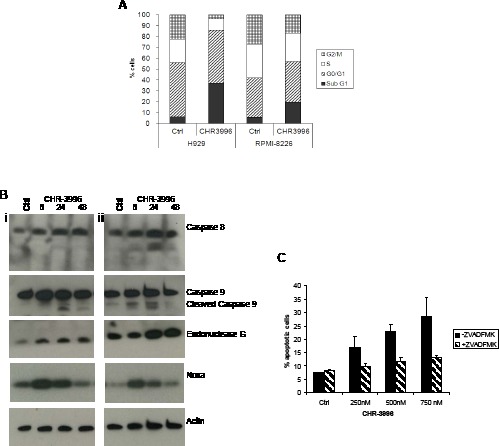
CHR-3996 induces cell cycle arrest and apoptosis via caspase-dependent and independent pathways **A.** H929 or RPMI-8226 cells were treated with CHR-3996 at 250 or 100 nM respectively for 48 hours, following which the cells were fixed in alcohol, treated with RNase, then stained with Propidium Iodide (PI) and analysed by flow cytometry. **B.** H929 (i) and RPMI-8226 (ii) cells were treated with CHR-3996 at 250 or 100 nM respectively and cells lysed for protein at 8, 24, and 48 hours and used for immunoblotting. **C.** H929 cells were pre-treated with Z-VAD-FMK (50 μM) for 1.5 hours prior to addition of varying concentrations of CHR-3996 (250 nM). The cells were harvested and stained with annexinV and PI and analysed by flow cytometry. Cells staining positive for annexinV alone or annexinV and PI were defined as apoptotic. A representative of three experiments is shown.

Apoptosis in response to CHR-3996 was shown to occur mainly via caspase-dependent mechanisms (Figure 2B). The pro-apoptotic DNase EndonucleaseG was up-regulated, as was the p53 down-stream mediator Noxa (Figure 2B). Treatment of H929 and RPMI-8226 cells led to the cleavage of caspase 9 with minimal involvement of the extrinsic apoptosis mediator caspase 8. The demonstration of caspase 9 cleavage indicates that activation of the proteolytic pathway is a hallmark of CHR-3996 induced apoptosis. To further clarify the role of caspases in cell death, H929 cells were pre-treated with the pan-caspase inhibitor Z-VAD-FMK 1.5 hours prior to exposure to CHR-3996. Following 24 hours there was a dose-dependent increase in the percentage of cells undergoing apoptosis in the presence of CHR-3996; however this was largely inhibited by pre-treatment with Z-VAD-FMK (Figure 2C). At the highest concentration of CHR-3996 (750 nM) 35% of cells were apoptotic whereas this was reduced to 13.9% following addition of Z-VAD-FMK, only slightly higher than baseline levels of apoptosis without CHR-3996 treatment (8.5%).

### The effects of CHR-3996 on the bone marrow microenvironment

To test whether CHR-3996 can overcome survival factors provided by the bone marrow microenvironment, myeloma cell lines were grown in the presence of bone marrow stromal cells. The bone marrow stromal cells themselves did not show altered proliferation in response to a range of CHR-3996 concentrations up to 2.5 μM (Figure 3A), but the myeloma cell lines H929 and RPMI-8226 remained highly sensitive to CHR-3996 showing no difference in cell viability across a range of doses in the presence or absence of bone marrow stromal cells (Figure 3B). Although CHR-3996 did not induce apoptosis in bone marrow stromal cells, there was a significant reduction in the levels of IL-6 and VEGF they secreted (Figure 3C-3D) that decreased in a dose-dependent manner. Since IL-6 and VEGF are secreted by both myeloma and stromal cells, we studied the level of IL-6 and VEGF in co-culture media. In untreated co-culture conditions, the variations observed in cytokine secretion between co-culture samples reflect the varied ability of different stroma cell samples to induce cytokine production from MM cell lines. This observation supports the hypothesis that myeloma survival is largely dependent on the bone marrow microenvironment. Similar reductions in levels of both cytokines were observed in the culture media when bone marrow stromal cells were co-cultured with myeloma cell lines H929 and RPMI-8226 (Figure 3C-3D), confirming CHR-3996 can modify the bone marrow microenvironment to adversely affect myeloma cell survival.

**Figure 3:**
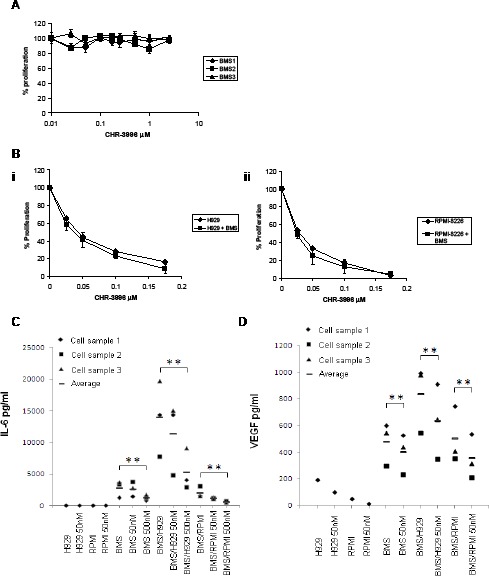
CHR-3996 overcomes the protective effect of the bone marrow microenvironment Bone marrow stromal cells were cultured from bone marrow aspirates obtained from three patients with myeloma. **A.** The bone marrow stromal cells were treated with a range of CHR-3996 concentrations for 24 hours. The number of viable cells was measured by metabolic activity (WST-1 assay) and is shown as a percentage of untreated cells. **B.** H929 (i) or RPMI-8226 (ii) cells were treated with CHR-3996 in the presence or absence of the bone marrow stromal cells (performed in triplicate) for 24 hours. The proliferation of the cells was monitored by metabolic activity (WST-1 assay) and is shown as a percentage of untreated cells. IL-6 **C.** and VEGF **D.** secreted by the bone marrow stromal cells over 24 hours in isolation or in a co-culture with H929 or RMPI-8226 cells and with or without CHR-3996 treatment were measured by ELISA. The data was compared using a one-tailed paired Student's T Test and ** indicates a p value of <0.05.

### CHR-3996 inhibits histone deacetylation in myeloma cells without affecting aggresome or proteasome function

HDACs are known to contribute to the epigenetic control of gene expression by deacetylating histones promoting condensation of DNA into heterochromatin and repressing transcriptional activity in these regions. The novel compound CHR-3996 is shown to effectively inhibit histone-specific HDAC activity demonstrated by the increase of acetylated H3K9 in myeloma cell lines and also in primary patient myeloma cells in a time and dose-dependent manner (Figure 4A). Increases in acetylated H3K9 were observed early (8 hours) after exposure to CHR-3996 and high levels were maintained over 48 hours. Previous reports have demonstrated that specific inhibition of HDAC6 leads to the accumulation of acetylated α-tubulin [26, 27] and ubiquitinated proteins following disruption to aggresomes [13]. There was no determinable effect of CHR-3996 on the levels of acetylated α-tubulin or ubiquitinated proteins in myeloma cell lines H929 and RPMI-8226 (Figure 4B), indicating low activity of this compound against HDAC6. There was also no effect on the chymotryptic proteasome activity (Figure 4C). In contrast, Bortezomib, a well-characterised proteasome inhibitor, effectively inhibited proteasome activity by around 80% and concomitantly increased the levels of ubiquitinated cellular protein in both myeloma cell lines (Figure 4B-4C).

**Figure 4:**
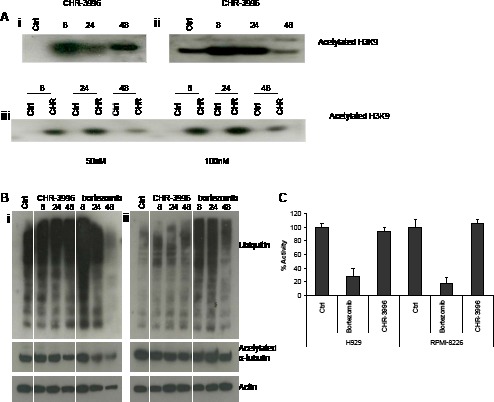
CHR-3996 treatment increases levels of acetylated histone H3K9 but does not affect levels of ubiquitinated proteins, acetylated alpha-tubulin, or inhibit proteasome function **A.** H929 (i) and RPMI-8226 (ii) cells were treated with CHR-3996 (250 and 100 nM respectively) and primary patient CD138^+^ plasma cells (iii) were treated with either 50 (left panel) or 100 nM (right panel) CHR-3996 over a time-course of 48 hours. Following cell lysis histones were released from DNA by overnight extraction with 0.2M HCl and immunoblotting performed to detect acetylated H3K9. **B.** H929 (i) and RPMI-8226 (ii) cells were treated with CHR-3996 (250 and 100 nM respectively) or bortezomib (8nM) for 8, 24, and 48 hours. Following cell lysis immunoblotting was performed to detect ubiquitin, acetylated a-tubulin, and actin. Crtl represents untreated cells. **C.** H929 and RPMI-8226 cells were treated with CHR-3996 (250 and 100 nM respectively) or bortezomib (4 nM). Following cell lysis 25 μg of protein was added to Suc-Leu-Leu-Val-Tyr-AMC, substrate for the chymotryptic activity of the proteasome, and the fluoresence read from each well every 120 seconds for 48 repeats. The activity was calculated from the rate of fluorescence detected in the linear phase of the reaction and shown as a percentage of untreated cells.

### Gene expression profiling of myeloma cells treated with HDAC inhibitor

In order to determine the cellular changes associated with the onset of cell cycle arrest and apoptosis, we performed gene expression profiling on H929 cells that had been exposed to 250 nM CHR-3996 (NCBI's Gene Expression Omnibus [28] GEO Series accession number GSE20405 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20405) (Supplementary Table 2).

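H929 is a human myeloma cell line, and CHR-3996 is an inhibitor of histone deacetylases. The arrays cover 3 samples of untreated cells and 3 samples of cells exposed to 250 nM CHR-3996 for 24 hours, each on 1 Affymetrix U133 Plus 2.0 array, together with 3 samples each of cells treated with tosedostat or with both compounds. The authors amplified and labelled the RNA, scanned the arrays and normalized them in dChip. The deposited values are on the log2 scale, 1 per probe set (a group of probes for 1 transcript), and the normalization and summary methods within dChip are not given in the sources used here. From these values, the 54613 probe sets other than controls were reduced to the 36395 that lay above the 40th percentile of an array on at least 3 of the 12 arrays, and limma was fitted to all 12 arrays at once, so that the 4 groups share 1 estimate of the spread. A probe set is called changed at a Benjamini-Hochberg adjusted p under 0.05. Replicate arrays of a group correlated at r of 0.978 to 0.983 over the 36395 probe sets tested. The number of arrays limits the precision. In data simulated with 200 changed probe sets, 86.4% of changes of 2 on the log2 scale under CHR-3996 were recovered. For changes of 1 the share was 50.7%. The real comparison gave 16420 calls, so these rates need not hold for it. The samples are labelled as biological replicates, and nothing more states whether those of a group came from separate cultures, so p-values measure only the spread between these samples. The median log2 value was 5.26 ± 0.02 (SD, n = 3) on the CHR-3996 arrays and 5.04 ± 0.04 (SD, n = 3) on the untreated arrays, and the authors' scaling leaves this difference in the values. Setting every array to the same median moved the median log2 fold change over the probe sets tested from 0.11 to -0.11, and quantile normalization moved it to -0.10. The signal of the 3′ β-actin control exceeded that of the 5′ control by 2.14 ± 0.17 (SD, n = 3) on the untreated arrays and by 1.59 ± 0.17 (SD, n = 3) on the CHR-3996 arrays, on the log2 scale; for the GAPDH control the difference was 0.44 ± 0.06 (SD, n = 3) and 0.45 ± 0.06 (SD, n = 3).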

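CHR-3996 changed the expression of 16420 of the 36395 probe sets tested, 10697 higher and 5723 lower, and genes of DNA synthesis fell together. Of 38 listed genes of DNA replication, 37 were lower and none was higher (37 lower when adjusted over the list alone), with a median log2 fold change of -1.78. TYMS, which encodes thymidylate synthase, fell by 3.74 on the log2 scale (standard error 0.26, adjusted p = 1.1e-06 from limma). CDC45, part of the replicative helicase, fell by 3.50 (standard error 0.29). With each gene taken by its brightest probe set, the largest fall was that of CDC25A, the phosphatase that activates the kinases of S phase entry, which fell by 5.17 (standard error 0.26, adjusted p = 1.8e-07 from limma), and UHRF1, which maintains DNA methylation, fell by 4.08 (standard error 0.14). MYBL2, FOXM1 and E2F2, transcription factors of the cell cycle, had log2 fold changes of -3.39, -3.34 and -3.30. SELENOP, which encodes the selenium carrier selenoprotein P, rose by 7.95 (standard error 0.22). RGS1, a regulator of G protein signalling, rose by 8.52 (standard error 0.63) from an untreated value of 3.47 ± 1.49 (SD, n = 3), below the 40th percentile of the arrays, so the size of this rise is uncertain. The camera test of the DNA replication list gave an adjusted p of 1.1e-19 with a preset correlation of 0.01 between genes, and an adjusted p = 0.637 with an estimated correlation; no list passed with an estimated correlation in any comparison. Of the called probe sets 65.1% were higher, against 47.6% after quantile normalization and 47.2% with every array set to the same median, so the excess of higher over lower calls depends on the scaling between arrays.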

Treating the cells with the HDAC inhibitor affected the expression of numerous genes, a large proportion of which were involved in the regulation of cell cycle. 

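CDKN2B and CDKN1C, which encode the cyclin dependent kinase inhibitors p15 and p57, rose under CHR-3996, while 27 of 32 genes of mitosis fell and none rose (28 lower when adjusted over the list alone). The log2 fold change of CDKN2B was 4.34 (standard error 0.35, adjusted p = 2.6e-06 from limma), from an untreated value of 3.19 ± 0.78 (SD, n = 3), below the 40th percentile of the arrays, so its size is uncertain. CDKN1C was at 3.99 by the probe set of Supplementary Table 2 and at 2.39 by its brightest probe set, and 4 of its 5 probe sets were called higher and none lower. CDKN1A, which encodes p21, rose by 0.58 (standard error 0.14, adjusted p = 0.0048 from limma), and CDKN1B, which encodes p27, fell by 0.90 (standard error 0.13, adjusted p = 0.00017 from limma). CDKN2D and CDKN2A had log2 fold changes of 0.65 and -0.06 and were not called, so 3 of 6 inhibitors of this list were higher and 1 was lower (4 and 1 when adjusted over the list alone). Among the mitosis genes, AURKB, the kinase of the chromosomal passenger complex, fell by 2.42 (standard error 0.21; its other probe set, at -0.36, was not called), UBE2C, a ubiquitin conjugating enzyme of the anaphase promoting complex, by 2.38 (standard error 0.27) and CCNB1, which encodes cyclin B1, by 1.73 (standard error 0.30). The median log2 fold change of the mitosis list was -1.20. PCNA, the sliding clamp of DNA polymerase, fell by 1.85 (standard error 0.13), and CCND1, which encodes cyclin D1, by 2.01 (standard error 0.19). CCNG2, which encodes cyclin G2, rose by 4.30 (standard error 0.29), with 4 of its 5 probe sets called higher and none lower. CHEK1, which encodes the checkpoint kinase CHK1, was lower by 3 of its probe sets and higher by 1. The mitosis list had a camera adjusted p of 1.9e-09, and an adjusted p = 0.637 with an estimated correlation; the CDK inhibitor list did not pass, at an adjusted p of 0.466.

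**Figure D1:**
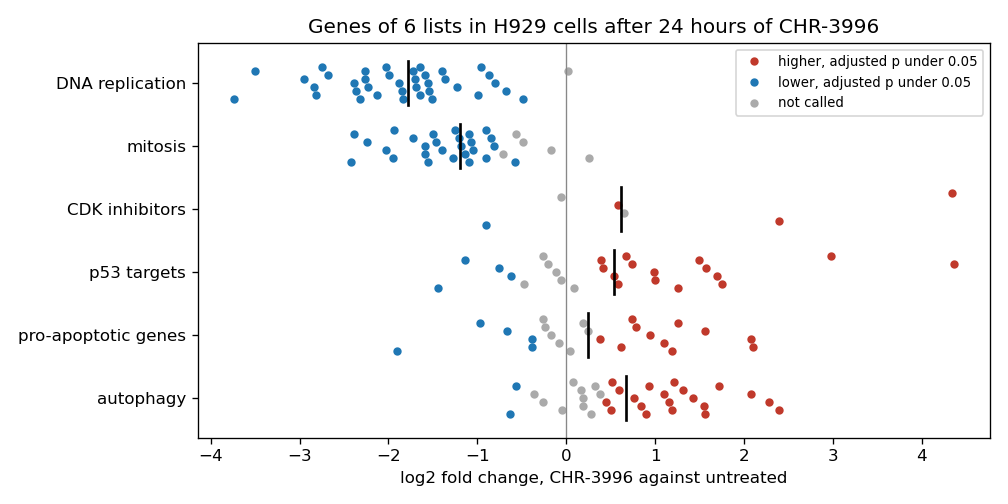
Log2 fold change of CHR-3996 against untreated H929 cells (horizontal axis) for the genes of 6 lists (1 line each), 1 point per gene from limma on 3 arrays per group, with the median of each list as a vertical black line. Red points were called higher and blue points lower at an adjusted p under 0.05, and grey points were not called. Of the DNA replication genes 37 of 38 lie on the lower side as called, and of the autophagy genes 20 of 32 on the higher side. Vertical position within a line has no meaning.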

Inhibitors of cyclin dependent kinases and genes mediating DNA damage-induced cell cycle arrest increased in expression, while genes stimulating initiation of mitosis and progression of cell cycle decreased. There were also changes observed in the level of expression of key regulators of the NFκB signalling pathway *BIRC3*, *CYLD*, *TRAF1* and *BCMA*. 

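CYLD, a deubiquitinase that restrains NFκB signalling, was higher under CHR-3996 and TNFRSF17, which encodes the plasma cell receptor BCMA, was lower. CYLD had a log2 value of 10.05 ± 0.18 (SD, n = 3) after CHR-3996 and 8.74 ± 0.19 (SD, n = 3) in untreated cells, a log2 fold change of 1.30 (standard error 0.13, adjusted p = 1.3e-05 from limma), and 6 of its 7 probe sets were called higher and none lower. TNFRSF17 fell by 1.74 (standard error 0.28, adjusted p = 0.00040 from limma). NFKBIZ, which encodes IκB zeta, rose by 2.91 (standard error 0.20). Of 15 measured negative regulators of NFκB, 9 were higher and 1, TRAF3, was lower (9 and 1 when adjusted over the list alone), and the list did not pass the camera test (adjusted p = 0.133). The probe set given for TRAF1 in Supplementary Table 2 is assigned to TRAP1, a mitochondrial chaperone, in the platform annotation, and fell by 1.11 (standard error 0.13). The probe set assigned to TRAF1 itself had a log2 fold change of 0.24 (standard error 0.12) and was not called (adjusted p = 0.117 from limma).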

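Of 25 measured target genes of p53, 15 were higher and 4 lower under CHR-3996 (15 and 4 when adjusted over the list alone). TP53INP1, a p53-inducible nuclear protein, rose by 4.36 on the log2 scale (standard error 0.22, adjusted p = 1.7e-07 from limma). SESN1 and SESN2, the sestrins, rose by 1.76 (standard error 0.14) and 1.70 (standard error 0.17), and SFN, which encodes 14-3-3 sigma, by 1.00 (standard error 0.10). PLK2, a kinase of the polo family, rose by 2.98 (standard error 0.39). AEN, a nuclease, and TRIAP1, listed as P53CSV in Supplementary Table 2, fell by 1.45 (standard error 0.27) and 1.14 (standard error 0.16). The list did not pass the camera test (adjusted p = 0.187), and 12 targets were higher and 7 lower after quantile normalization. The probe set given for MDM2 in Supplementary Table 2 is assigned to MTBP, which encodes a protein that binds MDM2, in the platform annotation, and fell by 1.89 (standard error 0.17, adjusted p = 5.5e-06 from limma). Of the 9 probe sets assigned to MDM2 itself, 1 was called higher, at 0.40, and none was called lower, with log2 fold changes from -0.43 to 0.40.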

The expression changes seen support the presence of increased p53 signalling, as evidenced by alterations in expression of p53 regulated genes, in addition to which negative inhibitors of p53, such as *MDM2*, decreased following HDAC inhibitor treatment. 

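DDIT3, which encodes the stress transcription factor CHOP, rose by 3.73 on the log2 scale under CHR-3996 (standard error 0.18, adjusted p = 1.4e-07 from limma). EIF2AK3, which encodes PERK, rose by 0.94 (standard error 0.11, adjusted p = 4.7e-05 from limma) and ERN1, which encodes IRE-1, by 0.76 (standard error 0.16, adjusted p = 0.0021 from limma), each by its brightest probe set. The other 2 probe sets assigned to ERN1 were not called. The probe set given for IRE-1 in Supplementary Table 2 has no gene in the annotation used here and rose by 2.40 (standard error 0.21, adjusted p = 4.9e-06 from limma). The probe set given for PERK in Supplementary Table 2 is assigned to EIF2AK3-DT, a transcript that diverges from EIF2AK3, in the platform annotation, and rose by 3.94 (standard error 0.13). Of 25 genes of the unfolded protein response, 7 were higher and 10 lower (7 and 10 when adjusted over the list alone), with a median log2 fold change of -0.22. The lower ones included DERL2 and SDF2L1, which act in the endoplasmic reticulum on misfolded proteins, at -1.12 (standard error 0.12) and -1.06 (standard error 0.12), and XBP1, the transcription factor activated through IRE-1, at -0.41 (standard error 0.15). The list did not pass the camera test (adjusted p = 0.072). HSPA5, which encodes the chaperone BiP, was higher by 1.32 with the probe set of Supplementary Table 2 and had a log2 fold change of -0.22 (adjusted p = 0.192 from limma) with its brightest probe set. With every array set to the same median, 2 genes of the list were higher and 15 lower.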

Increases in the expression of key mediators of stress signalling, such as *PERK*, *CHOP* and *IRE-1* indicate the cells experienced higher levels of endoplasmic reticulum mediated cellular stress following HDAC inhibition. 

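APAF1, the scaffold of the apoptosome, and FOXO3, a transcription factor of pro-apoptotic genes, were higher under CHR-3996, and BIRC5, which encodes survivin, was lower. APAF1 rose by 2.10 on the log2 scale (standard error 0.16, adjusted p = 1.8e-06 from limma) with 1 of its 3 probe sets, and the other 2 were not called; FOXO3 rose by 1.71 with the probe set of Supplementary Table 2 (standard error 0.15), and BIRC5 fell by 2.24 (standard error 0.39, adjusted p = 0.00068 from limma). BCL2L11, which encodes BIM, rose by 3.06 (standard error 0.17) with the probe set of that table; its 7 probe sets ranged from -0.07 to 3.06, and 5 of them were called higher and none lower. The probe set given for PUMA is assigned to BBC3 and to 2 microRNA genes and had a log2 fold change of 1.65 (standard error 0.18). Of 23 pro-apoptotic genes, 11 were higher and 5 lower (11 and 5 when adjusted over the list alone). BID, which links death receptors to mitochondria, fell by 1.90 (standard error 0.13) and BAK1, a pore-forming protein of mitochondria, by 0.67 (standard error 0.19). Among 9 anti-apoptotic genes, 3 were higher and 2 lower (3 and 3 when adjusted over the list alone), with BCL2 up by 1.88 (standard error 0.20). Neither list passed the camera test (adjusted p = 0.598 and 0.986), and 10 pro-apoptotic genes were higher and 8 lower after quantile normalization.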

The induction of apoptosis was reflected in increases in the expression levels of the pro-apoptotic proteins *BIM*, *PUMA, FOXO3* and *APAF1*, together with a decrease in the anti-apoptotic protein *BIRC5* (*survivin*). 

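DKK1, a secreted inhibitor of Wnt receptors, rose by 2.92 on the log2 scale under CHR-3996 (standard error 0.22, adjusted p = 2.0e-06 from limma), and KREMEN1, a receptor of DKK1, by 2.46 (standard error 0.37). DACT1 and RNF43, which lower Wnt signalling inside the cell and at its surface, rose by 1.48 (standard error 0.22) and 1.34 (standard error 0.30), and GSK3B, a kinase that marks β-catenin for degradation, by 1.08 (standard error 0.10). DKK3 and ZNRF3 fell by 0.74 each. The values of DACT1 and RNF43 in untreated cells, 4.18 and 3.81, and of DKK3 after CHR-3996, 4.19, lay below the 40th percentile of the arrays. Of 18 measured antagonists of Wnt, 7 were higher and 2 lower (7 and 2 when adjusted over the list alone), and the median log2 fold change of the list was 0.14 with the deposited values, -0.21 after quantile normalization and -0.08 with every array set to the same median. The list did not pass the camera test (adjusted p = 0.581). Of 8 target genes of Wnt signalling, 1 was higher and 2 were lower (1 and 2 when adjusted over the list alone), the latter being CCND1 and MYC, which fell by 0.71 (standard error 0.24, adjusted p = 0.031 from limma).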

CHR-3996 appears to down-regulate the pro-survival Wnt signalling pathway because inhibitors of Wnt signalling were more highly expressed after exposure to this compound. 

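Of 32 genes of autophagy, 20 were higher under CHR-3996 and 2 were lower (22 and 2 when adjusted over the list alone), with a median log2 fold change of 0.68. MAP1LC3B, which encodes the autophagosome protein LC3B, rose by 2.39 (standard error 0.17, adjusted p = 1.1e-06 from limma). ULK1, the kinase that starts autophagy, rose by 2.29 (standard error 0.19), BNIP3L, a receptor for mitochondria, by 2.08 (standard error 0.13) and ATG10, listed as APG10, by 1.72 (standard error 0.15). ATG5, listed as APG5, rose by 1.16 with the probe set of Supplementary Table 2 (standard error 0.15) and had a log2 fold change of 0.16 with its brightest probe set (adjusted p = 0.288 from limma). ATG7 and ATG4D fell by 0.64 (standard error 0.21) and 0.57 (standard error 0.12). The camera test gave an adjusted p of 0.00073, and an adjusted p = 0.637 with an estimated correlation. The count was 21 higher and 4 lower after quantile normalization and 17 higher and 4 lower with every array set to the same median.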

There is also evidence that the process of autophagy was up-regulated as indicated by the increased expression of *LC3B*, *APG5* and *-10*. 

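HDAC9 and HDAC5, histone deacetylases of class IIa, rose under CHR-3996 by 3.02 (standard error 0.22, adjusted p = 1.6e-06 from limma) and 1.49 on the log2 scale (standard error 0.12, adjusted p = 2.6e-06 from limma). The other HDAC5 probe set, at 0.05, was not called. HDAC3, of class I, rose by 0.96 (standard error 0.11), the sirtuin SIRT4 by 2.66 (standard error 0.26) from an untreated value of 3.21, below the 40th percentile of the arrays, and HDAC7 fell by 0.58 (standard error 0.21). Of 18 deacetylases 6 were higher and 1 was lower (6 and 1 when adjusted over the list alone), and the list's median log2 fold change of 0.23 became -0.05 after quantile normalization. Of 11 histone acetyltransferases, 2 were higher and 4 lower (2 and 4 when adjusted over the list alone), with KAT2A, which encodes GCN5, down by 1.24 (standard error 0.12). Of 27 histone methyltransferases, 6 were higher and 11 lower (6 and 12 when adjusted over the list alone). SUV39H1, which methylates lysine 9 of histone H3, fell by 1.82 (standard error 0.13), DOT1L by 1.71 (standard error 0.18) and PRMT1 by 1.31 (standard error 0.14). NSD2, listed as WHSC1 or MMSET, rose by 2.23 with the probe set of Supplementary Table 2 and had a log2 fold change of 0.05 (adjusted p = 0.843 from limma) with its brightest probe set, and 3 of its 6 probe sets were called higher and none lower. The probe set given for PRMT8 is assigned to PRMT3 in the platform annotation and was lower (adjusted p = 0.00026 from limma); neither of the 2 probe sets assigned to PRMT8 was called. The methyltransferase list had a camera adjusted p of 0.0372 in the lower direction, and an adjusted p = 0.637 with an estimated correlation, and the other lists did not pass (adjusted p = 0.365 and 0.242).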

Interestingly, there were also changes seen in the expression of chromatin modifying enzymes including increased *HDAC5* and *-9*, possibly a reflection of the cells trying to overcome the deleterious effects of the HDAC inhibitor.

### CHR-3996 is synergistic with an aminopeptidase inhibitor *in vitro*

Building effective clinical combinations *in vitro* is an important aim of translational drug development and in order to investigate whether CHR-3996 is more effective as part of a combination therapy, H929 and RPMI-8226 cells were treated with CHR-3996 together with either melphalan or bortezomib. A full Chou-Talalay analysis with 16 points on the curve revealed that while there was low level synergy with melphalan (a CI of around 0.7 in both cell lines), the combination of CHR-3996 and bortezomib was not synergistic (a CI of 1.3 for both cell lines). In a search for an agent giving rise to high level synergy we went on to examine the combination with an aminopeptidase inhibitor, tosedostat (CHR-2797), which we have recently shown to have potent anti-myeloma activity *in vitro* and *in vivo* [23, 24]. When CHR-3996 or two other widely studied HDAC inhibitors (SAHA and Sodium Valproate) were added to cell lines concomitantly with tosedostat the agents were highly synergistic (<0.7); an effect that became more profound when the aminopeptidase inhibitor was added to the cells 24 hours prior to the HDAC inhibitor (>0.4) (Supplementary Table 3). However, if the HDAC inhibitor was added prior to the tosedostat a smaller degree of synergy was observed and in some cases became antagonistic, suggesting the aminopeptidase inhibitor is sensitizing the cells to the effects of the HDAC inhibitor.

### CHR-3996 is synergistic with an aminopeptidase inhibitor *in vivo*

Administration of CHR-3996 in a NOD/SCID IL2R gamma^null^ xenograft model effectively inhibited tumour growth at doses that were well tolerated (Figure 5A). To interrogate whether the HDAC inhibitor and aminopeptidase inhibitor were synergistic as observed *in vitro*, doses of each agent were chosen that partially inhibited tumour growth (CHR-3996 30 mg/kg, tosedostat 75 mg/kg). These compounds were co-administered over a maximum of 28 days. Each agent in isolation slowed tumour growth but completely blocked tumour growth when the aminopeptidase inhibitor was added prior to the HDAC inhibitor (Figure 5A). Although *in vitro* studies showed a more profound effect, sequential dosing was not studied *in vivo* due to the pharmacokinetic properties of the two compounds meaning daily administration of both compounds was required, making sequential dosing difficult.

**Figure 5:**
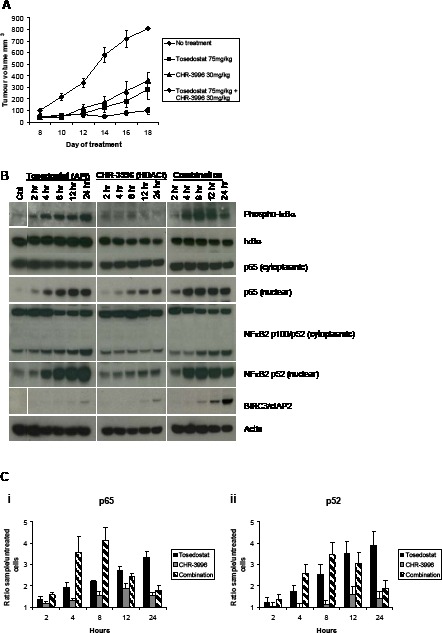
CHR-3996 is synergistic with Tosedostat (CHR-2797) in an in vivo model and causes rapid activation followed by down-regulation of NFκB signalling **A.** NOD/SCID IL2R^−/−^ mice were inoculated subcutaneously with 2×10^6^ H929 cells. Four days following the inoculation mice were administered CHR-3996, tosedostat, or a combination of the two agents on a daily basis. The tumours were measured every other day with callipers. The median tumour volume (calculated by 1/2(length)(width)^2^) is shown on the graph, Each treatment group n=10. **B.** and **C.** H929 cells were treated with tosedostat (CHR-2797) (APi) 1 μM, CHR-3996 (HDACi) 250 nM, or both compounds simultaneously and cytoplasmic/nuclear protein extracts prepared at the times indicated in the figure for **B.** immunoblotting and **C.** an NFκB DNA binding assay for p65 (i) and p52 (ii).

### The combination of CHR-3996 with an aminopeptidase inhibitor affects NFκB signalling

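The same array series holds 3 samples of H929 cells treated with 1 µM tosedostat and 3 treated with 1 µM tosedostat and 250 nM CHR-3996 together, all for 24 hours. Tosedostat (CHR-2797) inhibits aminopeptidases, the enzymes that release amino acids from the ends of peptides. These were analysed in the fit described for CHR-3996, with each treatment set against the untreated cells, the combination set against each single compound, and the interaction tested, which asks whether the log2 change of the combination differs from the sum of the single log2 changes. Tosedostat alone changed 1338 of the 36395 probe sets, 1174 higher and 164 lower. These counts were 1936 and 373 with the replicate number as a block, and 549 to 966 and 60 to 89 with 1 array left out. The combination changed 16786 probe sets, of which 11637 were higher and 5149 lower. Of the calls for tosedostat and for the combination, 87.7% and 69.3% were higher, against 75.9% and 46.6% after quantile normalization. Against tosedostat alone, 10340 probe sets were higher in the combination and 4979 lower. The counts were 7819 and 8570 after quantile normalization, and 7282 and 8631 with every array set to the same median. For the combination, against untreated cells and against tosedostat, the excess of higher calls therefore depends on the scaling between arrays. The excess under tosedostat alone did not. It was 1112 higher and 354 lower after quantile normalization, and 1044 and 155 with every array set to the same median. Against CHR-3996 alone, 19 probe sets were higher in the combination and 4 lower (2840 and 1017 at an unadjusted p under 0.05). With the block 30 were higher, and with 1 array left out 1 to 15 were higher and 0 to 3 lower. The interaction was called in 75 probe sets, 8 above 0 and 67 below (42 and 189 with the block, 19 and 147 after quantile normalization, and 0 to 9 and 21 to 79 with 1 array left out), so its count depends on the model and on single arrays. The median log2 value of the arrays was 5.06 ± 0.01 (SD, n = 3) for tosedostat and 5.29 ± 0.02 (SD, n = 3) for the combination, and the 3′ β-actin control exceeded the 5′ control by 2.09 ± 0.11 (SD, n = 3) and 1.24 ± 0.15 (SD, n = 3) on the log2 scale; for the GAPDH control the difference was 0.43 ± 0.08 (SD, n = 3) and 0.35 ± 0.09 (SD, n = 3). In data simulated with 200 changed probe sets, changes of 2 on the log2 scale were recovered in 90.9% of cases under tosedostat. The recovery was 92.4% for the combination against CHR-3996 and 71.2% for the interaction. For changes of 1 it was 61.2% and 17.9%, so in these simulated data the interaction test missed most changes of that size.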

In order to understand the basis of the synergy we have demonstrated, H929 cells were treated with CHR-3996, tosedostat, or a combination of the two for 24 hours, then RNA extracted for global gene expression analysis. The largest fold changes in expression observed were those of negative NFκB regulators BIRC3, IκBα, A20, and CYLD (Table 1), suggesting that the combination may effectively target the NFκB pathway. 

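TNFAIP3, which encodes the ubiquitin-editing enzyme A20, NFKBIA, which encodes the NFκB inhibitor IκBα, and CYLD were each higher after tosedostat and after the combination than in untreated cells. The log2 value of TNFAIP3 was 6.09 ± 0.29 (SD, n = 3) in untreated cells, 8.22 ± 0.57 (SD, n = 3) after CHR-3996, 9.97 ± 0.22 (SD, n = 3) after tosedostat and 9.97 ± 0.22 (SD, n = 3) after the combination. Its log2 fold change against untreated cells was 3.88 (standard error 0.26) for both tosedostat and the combination (adjusted p = 3.9e-05 and 8.6e-07 from limma). NFKBIA was at 8.29 ± 0.22 (SD, n = 3) in untreated cells, 11.00 ± 0.30 (SD, n = 3) after tosedostat and 10.58 ± 0.36 (SD, n = 3) after the combination, log2 fold changes of 2.70 and 2.28 (standard error 0.21, adjusted p = 9.1e-05 and 5.5e-06 from limma). CYLD rose by 1.04 under tosedostat (standard error 0.13, adjusted p = 0.0019 from limma) and by 1.64 under the combination (adjusted p = 2.5e-06 from limma). Of the 7 probe sets of CYLD, 2 were called higher under tosedostat and 6 under the combination, and none lower. The other probe set of NFKBIA had log2 fold changes of -0.78 and -0.28 and was not called, and both probe sets of TNFAIP3 were called higher in each. The combination differed from tosedostat alone by 0.60 for CYLD (adjusted p = 0.0033 from limma), by -0.42 for NFKBIA (adjusted p = 0.128 from limma) and by 0.00 for TNFAIP3 (adjusted p = 1.00 from limma, 95% interval -0.58 to 0.58). It differed from CHR-3996 alone by 1.41 for NFKBIA (adjusted p = 0.048 from limma), by 1.74 for TNFAIP3 (adjusted p = 0.060 from limma, and adjusted p = 0.043 with the replicate number as a block) and by 0.33 for CYLD (adjusted p = 0.406 from limma). Of the 15 measured negative regulators of NFκB, 6 were higher and none lower under tosedostat (12 and none when adjusted over the list alone; camera adjusted p = 4.5e-10, and adjusted p = 0.096 with an estimated correlation), and 8 were higher and none lower under the combination (9 and none when adjusted over the list alone; camera adjusted p = 0.063). Against CHR-3996 alone, 1 was higher in the combination and none lower (2 and none when adjusted over the list alone; camera adjusted p = 0.028, and adjusted p = 0.842 with an estimated correlation), and against tosedostat alone 5 were higher and 2 lower (5 and 3 when adjusted over the list alone; camera adjusted p = 0.624). These counts leave out the probe set listed as BIRC3 in Table 1, which has no gene in the annotation used here. In the combination it was higher by 2.24 against CHR-3996 alone (adjusted p = 0.016 from limma). Against tosedostat alone it was higher by 1.19 (adjusted p = 0.0021 from limma). TNFAIP3 against CHR-3996 also passed after quantile normalization, with the stricter filter and with a variance trend. The call of NFKBIA against CHR-3996 was lost with every array set to the same median, without the filter with the arrays of these 2 groups alone and without any 1 of their 6 arrays. Lists outside NFκB had smaller camera values against CHR-3996 alone. The DNA replication list was higher in the combination, at a median of 0.44 (camera adjusted p = 1.9e-10). No gene of it was called in limma, and 11 were higher when adjusted over the list alone. The proteasome and mitosis lists were also higher (camera adjusted p = 1.4e-09 and 0.0032). With an estimated correlation none of these passed (adjusted p = 0.834, 0.834 and 0.933). The paper describes the fold changes of Table 1 as the largest observed. Among 36395 probe sets ranked by log2 fold change under the combination, the probe set listed as BIRC3 was at 8. TNFAIP3, NFKBIA and CYLD were at 272, 1487 and 3023. Under tosedostat the ranks were 1, 13, 37 and 633 in the same order. Many probe sets therefore rose more than TNFAIP3, NFKBIA or CYLD under the combination. From the changes in Table 1, the paper proposes that the combination may act on the NFκB pathway.

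**Figure D2:**
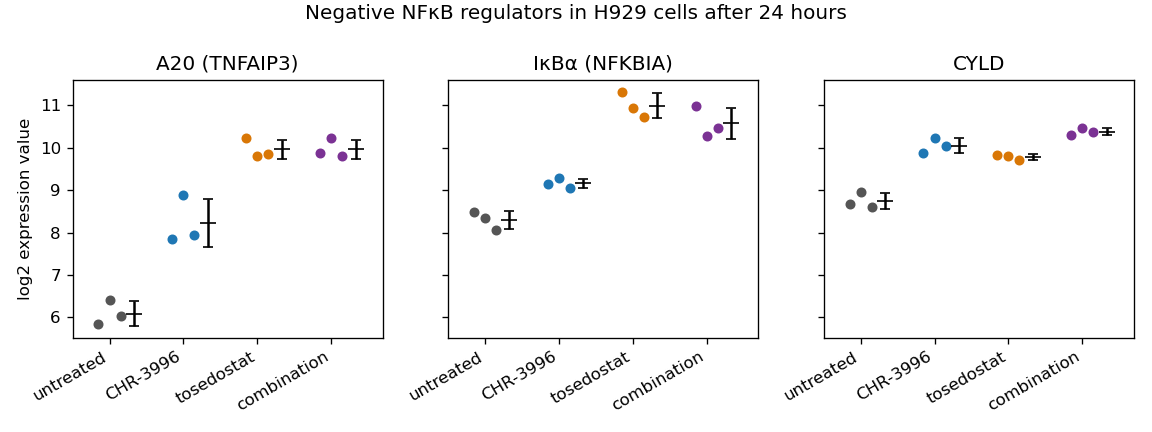
Log2 expression values (vertical axis) of A20 (TNFAIP3), IκBα (NFKBIA) and CYLD in H929 cells, 1 point per array and 3 arrays per group, with the mean and SD of each group as a black bar beside the points. The 3 tosedostat arrays and the 3 combination arrays of TNFAIP3 overlap, and lie above every untreated array.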

To further investigate the effects of the HDAC and aminopeptidase inhibitors on NFκB signalling, immunoblotting was performed to analyse the phosphorylation status and localisation of key proteins in this pathway. Exposure of H929 cells to tosedostat alone and in combination with the HDAC inhibitor led to the activation of the canonical NFκB signalling pathway, demonstrated by increased IκBα phosphorylation and p65 translocation to the nucleus, and the non-canonical NFκB signalling pathway, shown by the proteolytic cleavage of p100 into the active form p52 (and its subsequent nuclear translocation) (Figure 5B). Treatment with CHR-3996 in isolation led to a modest increase in nuclear p65 (associated with decreased cytoplasmic levels of IκBα rather than IκBα phosphorylation) and a small increase in nuclear p52 detected, suggesting that the HDAC inhibitor alone has minimal impact on canonical or non-canonical NFκB activation (Figure 5B). Comparing tosedostat alone with the combination, the presence of the HDAC inhibitor led to a more rapid phosphorylation of IκB and nuclear translocation of p65 and p52, consistent with the faster activation of canonical and non-canonical NFκB pathways. However, by 12 hours there was a significant up-regulation of BIRC3/cIAP2 – an effect not seen with either compound alone – which was associated with subsequent decreases in IκBα phosphorylation, p65 and p52 nuclear translocation (Figure 5B). To further confirm these data, a DNA binding assay was performed to determine whether p65 and p52 detected in the nuclear fraction represented active transcription factors. Verifying the immunoblotting results, the HDAC inhibitor alone had a very small effect of levels of nuclear p65 and p52, whilst exposure to the aminopeptidase inhibitor increased the amount of p65 (Figure 5Ci) and p52 (Figure 5Cii) able to bind the NFκB consensus oligonucleotide sequence over 24 hours. When combined with the HDAC inhibitor the amount of active p65 and p52 in the nucleus increased more rapidly than following tosedostat treatment alone, but declined following 8 hours of treatment, confirming the results seen by immunoblotting.

**Table 1:** GEP changes following HDAC inhibition in myeloma cells

Probe ID	Gene	Fold change		
		APi	HDACi	Combination
210538_s_at	BIRC3 3	49.17	23.51	110.62
202644_s_at	A20	14.63	NS	16.64
201502_s_at	IκBα	4.93	NS	6.55
221903_s_at	CYLD	2.04	2.47	4.16

H929 cells were treated with tosedostat (CHR-2797) 1 μM (APi), CHR-3996 250 nM (HDACi), or a combination of both for 24 hours then analysed on a U133 Plus 2.0 Array (Affymetrix) and a supervised analysis performed with dCHIP comparing the groups of treated cells to untreated cells. 

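The fold changes of Table 1 compare means on the linear scale, so the deposited log2 values were raised as powers of 2 before the means were taken. The mean linear value of TNFAIP3 was 68.9 ± 14.0 (SD, n = 3) in untreated cells, 316 ± 134 (SD, n = 3) after CHR-3996, 1009 ± 160 (SD, n = 3) after tosedostat and 1009 ± 162 (SD, n = 3) after the combination, which are ratios to untreated cells of 4.58, 14.6 and 14.6. NFKBIA was at 316 ± 47.1 (SD, n = 3), 574 ± 44.3 (SD, n = 3), 2072 ± 441 (SD, n = 3) and 1560 ± 410 (SD, n = 3) in the same order, ratios of 1.81, 6.55 and 4.93. For CYLD the means were 431 ± 57.7 (SD, n = 3), 1064 ± 134 (SD, n = 3), 880 ± 39.7 (SD, n = 3) and 1335 ± 83.5 (SD, n = 3), ratios of 2.47, 2.04 and 3.10.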

All p values were less than 0.05. NS, no significant change.

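Under CHR-3996 alone, TNFAIP3 and NFKBIA had log2 fold changes of 2.14 (standard error 0.26, adjusted p = 5.6e-05 from limma) and 0.87 (standard error 0.21, adjusted p = 0.0049 from limma). Every CHR-3996 array lay above every untreated array for both genes. The CHR-3996 arrays of TNFAIP3 were more scattered on the log2 scale than those of the other groups, with linear values of 232, 470 and 245.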

## DISCUSSION

In this study we have shown that the HDAC inhibitor, CHR-3996, has anti-myeloma activity at low concentrations, leading to cell cycle arrest and apoptosis in myeloma cell lines and primary patients cells. CHR-3996 induced apoptosis was shown to be largely dependent on caspase activation and overcame the protective effects of bone marrow stromal cells. Whilst no loss of bone marrow stromal cell viability was observed, the amount of pro-myeloma cytokines IL-6 and VEGF secreted decreased significantly. Numerous other HDAC inhibitors have been shown to have anti-myeloma activities, including Sodium Valproate [29], Sodium Butyrate [25], Trichostatin A (TSA) [25], SAHA [30], FR901228 (depsipeptide) [31], LBH589 [32], PXD101 [33], ITF2357 [34], KD5170 [35], tubacin [14], and NVP-LAQ824 [36]. Many of these data are in agreement with our results, showing that HDAC inhibitors induce apoptosis in myeloma cells, however, the mechanism for this remains controversial. The HDAC inhibitors LBH589, NVP-LAQ824, and KD5170 demonstrated similar findings to CHR-3996 and were found to induce cell death via activation of the caspase pathway with the pan-caspase inhibitor protecting the myeloma cell lines from apoptosis [32, 35, 36]. However, the HDAC inhibitors SAHA and TSA were shown to regulate cell death by caspase-independent mechanisms [30, 37]. Apoptosis has also been linked to oxidative stress and DNA damage [35], mitochondrial disruption [35, 37], up-regulation and release of pro-apoptotic factors such as Bax and NOXA and Bim [25, 37, 38], down-regulation of anti-apoptotic factors [31, 37], and sensitisation to TRAIL-induced cell death [30]. Levels of the cytokines IL-6 and VEGF, secreted by the myeloma cells and the surrounding bone marrow stromal cells, are reduced by numerous HDAC inhibitors [25, 29, 30, 32, 39] which is in line with results from our experiments. Importantly, and in comparison to other HDAC inhibitors, CHR-3996 is potent, acting in the low nanomolar range. In addition it has oral bioavailability making it useful clinically and early Phase I trial data show it is well-tolerated [21].

Combination studies also support the use of HDAC inhibitors with other agents, with a number of studies showing promising anti-tumour activities [20, 38]. Targeting the proteotoxic stress is a potential treatment strategy in myeloma and combining bortezomib with inducers of protein misfolding promotes apoptosis in myeloma cells [40]. Previous laboratory investigations have demonstrated a synergistic relationship between various HDAC inhibitors – including tubacin [14], SAHA [41], and LBH589 [32] – with the proteasome inhibitor bortezomib. Like the majority of HDAC inhibitors these inhibitors either have broad spectrum activity or, as in the case of tubacin, activity specifically targeting HDAC6, and, therefore, inhibit the aggresome pathway [42]. Like bortezomib, they interfere with the cellular mechanisms for dealing with misfolded proteins, providing a rationale for their synergy [43]. The HDAC inhibitor described here, CHR-3996, has very low HDAC6 inhibitory activity therefore would not be expected to inhibit the aggresome pathway. In keeping with this, it was not found to be synergistic with bortezomib. A study of another HDAC inhibitor with a similar low HDAC6 inhibitory activity, R306465 [44], also described a lack of synergy between these agents.

Interestingly, in this study we have described a high degree of synergy both *in vitro* and *in vivo* between CHR-3996 and the aminopeptidase inhibitor tosedostat (CHR-2797). To further investigate the cellular basis of the synergy between these HDAC and aminopeptidase inhibitors we used expression profiling and found that the combination particularly affects level of expression of NFκB regulators. We have shown that while exposure to the HDAC inhibitor had minimal effects on p65 or p52 activation and nuclear translocation, the aminopeptidase inhibitor alone and in combination with the HDAC inhibitor strongly activates both canonical and non-canonical signalling pathways. NFκB is a key cancer driver and the activation of the NFκB pathway is generally thought to be associated with increased cell survival, opposing apoptosis in a wide range of cancers. Targeting the NFκB pathway is shown to be an effective strategy in both solid and haematological malignancies [45, 46]. However recent data counter this contention and indicate that, like our compounds, the anti-myeloma agent bortezomib and other proteasome inhibitors also activate NFκB signalling in myeloma cell lines [47]. Whether this increase in NFκB activity contributes to the apoptotic process or is a cytoprotective response triggered to protect the cell from programmed cell death has not been elucidated. NFκB activation is a self-limiting process mediated via a negative feedback mechanism; activation of this pathway up-regulates the expression of its own negative regulators. 

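Relative to untreated cells, the combination for 24 hours gave higher values of NFKBIZ, which encodes IκB zeta, at a log2 fold change of 3.38 (standard error 0.20, adjusted p = 3.6e-07 from limma). On top of CHR-3996, tosedostat raised MAP3K14, which encodes the kinase NIK of the non-canonical NFκB pathway, by 1.13 on the log2 scale (standard error 0.15, adjusted p = 0.026 from limma), and the chemokine gene CXCL10 by 2.63 (standard error 0.29, adjusted p = 0.016 from limma). Without combination replicate 3 only 1 probe set was called higher against CHR-3996, so MAP3K14 and CXCL10 did not both keep this call. Against untreated cells MAP3K14 rose by 2.35 under CHR-3996, 2.82 under tosedostat and 3.48 under the combination (standard error 0.15), from a value of 3.47, below the 40th percentile of the arrays, and its interaction was called at -1.69 (standard error 0.21, adjusted p = 0.013 from limma). Of 20 measured target genes of NFκB, 10 were higher and 1 was lower in the combination than in untreated cells (11 and 1 when adjusted over the list alone; camera adjusted p = 0.063), and of 22 genes that activate NFκB, 12 were higher and 3 lower (13 and 3 when adjusted over the list alone; camera adjusted p = 0.404). CHR-3996 alone gave 9 targets higher and 1 lower (9 and 1 when adjusted over the list alone; camera adjusted p = 0.100) and 9 activating genes higher and 4 lower (9 and 5 when adjusted over the list alone; camera adjusted p = 0.60). Tosedostat alone gave 6 targets higher (8 when adjusted over the list alone; camera adjusted p = 0.0015, and adjusted p = 0.096 with an estimated correlation) and 5 activating genes higher (6 when adjusted over the list alone; camera adjusted p = 0.0023, and adjusted p = 0.180 with an estimated correlation), and none lower. Between the combination and CHR-3996 alone, 1 gene of each list was called, CXCL10 and MAP3K14 (1 and 1 when adjusted over the list alone; camera adjusted p = 0.886 and 0.234). The interaction of TNFAIP3 was -2.13 (standard error 0.37, adjusted p = 0.053 from limma), that of NFKBIA -1.29 (standard error 0.29, adjusted p = 0.133 from limma) and that of CYLD -0.70 (standard error 0.19, adjusted p = 0.197 from limma). With the replicate number as a block, those of TNFAIP3 and NFKBIA passed (adjusted p = 0.032 and 0.046) and that of CYLD did not (adjusted p = 0.081), so the first 2 calls depend on the model. The probe set listed as BIRC3 in Table 1 had an interaction that was called, at -3.42 (standard error 0.34, adjusted p = 0.0036 from limma). This probe set was still higher in the combination than after either compound alone. The log2 difference was 2.24 against CHR-3996 (adjusted p = 0.016 from limma) and 1.19 against tosedostat (adjusted p = 0.0021 from limma). Its linear mean rose above untreated cells by 694 under CHR-3996, 1485 under tosedostat and 3380 under the combination. The arrays were taken at 24 hours only, so they hold no time course of these transcripts.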

When the aminopeptidase and HDAC inhibitors are combined the activation of NFκB signalling is more rapid but is followed by increased expression of the NFκB regulators IκBα, A20, CYLD, and most markedly BIRC3. The strong induction of BIRC3 is associated with a decline in the levels of phosphorylated IκBα and active NFκB family members detectable in the nuclear compartment. Based upon these results we suggest that the presence of the HDAC inhibitor effectively turns off the cytoprotective NFκB response initially triggered by exposure to the aminopeptidase inhibitor, explaining why they are more effective when co-administered. Our data indicate that increased expression of NFκB regulators have an anti-myeloma effect, and this is supported by the high frequency of inactivating mutations found in these regulators (BIRC3, Traf2/3 and CYLD) in myeloma patients [48-51]. These mutations are associated with high levels of NIK activation and non-canonical NFκB signalling. Future work by gene expression profiling and testing the effect of these molecules in patient samples with such mutations would be useful to further confirm the mechanism of synergy.

In conclusion, the HDAC inhibitor CHR-3996 has been demonstrated to have potent anti-myeloma activity and is highly synergistic when combined with the aminopeptidase inhibitor tosedostat (CHR-2797), providing a good rationale for clinically combining these agents. Based on this work a phase I dose finding study of the two oral medications has been initiated. The combination of these compounds leads to rapid NFκB activation which is followed by induction of a negative feedback mechanism, the up-regulated expression of repressors of NFκB signalling, switching the cytoprotective response off. This suggests that the repressed expression of NFκB inhibitors like A20, CYLD, IκBα and BIRC3 is an important mechanism of myeloma cell survival, and confirms the central role of NFκB signalling in myeloma pathogenesis.

## MATERIALS AND METHODS

### Cell lines and reagents

Multiple myeloma cell lines, primary myeloma cells and bone marrow stromal cells were obtained and grown as previously described [23, 52]. Patient samples were obtained following informed consent. The aminopeptidase inhibitor tosedostat (CHR-2797), HDAC inhibitor CHR-3996 (Chroma Therapeutics Ltd, UK), and SAHA (Alexis Biochemicals, UK) were dissolved in DMSO to a stock concentration of 10 mM. Sodium Valproate (Sigma, UK) was dissolved in PBS at 2 M. Melphalan (Sigma, UK) was dissolved at 10 mM in 100% Ethanol adding concentrated hydrochloric acid drop-wise until completely dissolved. Bortezomib was prepared in DMSO at a concentration of 1 mM (Millennium Pharmaceuticals, USA). The caspase inhibitor Z-VAD-FMK (Calbiochem, UK) was supplied as a 10 mM solution and added to cells at a concentration of 50 μg/ml 1 hour prior to drug treatment.

### Cell proliferation, survival and cell cycle assays

Inhibition of proliferation was measured using a WST-1 assay (Roche, Germany) as per the manufacturer's instructions. Cell death was measured by flow cytometry using the AnnexinV:FITC Apoptosis Detection Kit I (BD Biosciences, UK) on a FACSCalibur^TM^. Cell cycle status was measured by fixing cells on ice in 70% ethanol, re-suspending in PBS and treated for 30 minutes at 37°C with 100 μg/ml RNase (Sigma, UK), then stained with 50 μg/ml Propidium Iodide (PI) and analysed by flow cytometry.

### Immunodetection

Protein was extracted from cells on ice in lysis buffer (1% sodium deoxycholate, 1% NP-40, 0.1% SDS, 50mM Tris, 150mM NaCl, 5mM EDTA, 30mM NaF, and 1mM PMSF supplemented with 1x protease inhibitor cocktail (Roche, Germany). The separation of cytoplasmic and nuclear fractions was performed using the Nuclear Extract Kit (Active Motif, Belgium). For histone extraction from cells the nuclear material was resuspended in lysis buffer with 0.2M Hydrochloric acid and left at 4°C overnight. Protein concentration was determined using a BCA protein assay (Pierce Biotechnology, USA). For immunoblotting 10μg (or 2 μg for acetyl-H3K9) was resolved by sodium dodecyl sulfate-polyacrylamide gel electrophoresis. This was transferred to PVDF membranes, blocked with 5% milk, and incubated with primary antibody: Caspase 3, 8, 9, (Cell Signaling, USA), acetyl-H3K9 (Upstate, USA), acetyl-Tubulin, actin (Sigma, UK), Puma, Ubiquitin, phosphorylated-IκBα (Ser32), IκBα, NFκB2, BIRC3 (Cell Signaling, USA), NOXA, EndoG (Calbiochem, USA), p65 (Santa Cruz, USA). Secondary antibodies used were anti-mouse or anti-rabbit conjugated to horseradish peroxidase (Amersham Biosciences, UK) and ECL-Plus (Amersham Biosciences, UK) used for detection. To measure NFκB binding activity within nuclear extracts the TransAM^TM^ NFkB kit (Active Motif, Belgium) was used according to the manufacturer's guidelines, adding 2 μg of nuclear extract per well.

### Cytokine measurement

Myeloma cell lines and bone marrow stromal cells were cultured separately or together for 24 hours then supernatant removed for cytokine analysis using Human VEGF and IL-6 Quantikine® ELISA kits (R&D Systems, USA) according to the manufacturer's guidelines.

### Proteasome assay

Cells were lysed on ice for 20 minutes in lysis buffer (20mM TrisHCl, 150mM NaCl, 1mM EDTA, 1mM EGTA, 1% Triton, supplemented with 1x protease inhibitor cocktail (Roche, Germany). The protein concentration was determined by BCA assay (Pierce, UK) and 25 μg of protein was mixed with substrate for the chymotryptic activity of the proteasome (Suc-Leu-Leu-Val-Tyr-AMC at 75 μM). The fluorescence (using 355nM excitation and 460nM emission wavelengths) was measured on a Mithras LB940 plate reader (Berthold Technologies, Germany). Data from each well was collected over a 1 second period, repeating the measurement every 120 seconds for a total of 48 measurements performed at 37°C.

### Gene expression studies

RNA was extracted from cells with the RNeasy Plus Mini kit (Qiagen, UK). RNA quality and quantity was determined using a 2100 Bio-analyser (Agilent, USA). For microarray experiments 100 ng total RNA was amplified using a 2-cycle target biotin labelling kit (Affymetrix, USA) and cRNA was hybridized to Human Genome U133 Plus 2.0 expression arrays. The arrays were washed on an Affymetrix Fluidics Station 450 and scanned with a Gene Chip Scanner 3000. Normalization and data analysis was performed using dChip software (http://www.dchip.org/). Supervised analysis was performed using dChip to determine genes differentially expressed in the control (C) or treated (T) cells. 

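With a ratio of linear means of at least 2, a difference of means above 100 and limma's unadjusted p under 0.05, over the 54613 probe sets other than controls, 3369 probe sets were higher and 1482 lower under CHR-3996, 256 higher and 24 lower under tosedostat, and 3708 higher and 1176 lower under the combination. With the adjusted p in place of the unadjusted p, the counts were 3358 and 1479, 215 and 12, and 3699 and 1172. The p-value of dChip is not given in the deposited values, and limma's stands in its place here.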

Comparison criteria used were: C/T fold difference (greater or lower) is equal or greater than 2x mean difference T-C or C-T is greater than 100, p value is less than 0.05.

### Quantitative PCR

cDNA was synthesised from 500 ng RNA using the High Capacity cDNA Reverse Transcription kit (Applied Biosystems, UK). Primer sequences were designed over exon/exon boundaries for: β-actin F5′ ccctggcacccagcac R5′ gccgatccacacggagtac

*p21* F5′ CTGGAGACTCTCAGGGTCGAA R5′ GCGTTTGGAGTGGTAGAAATCTG. Thermal cycling conditions were 10 minutes at 95°C, 40 cycles at 95°C for 15 seconds followed by 1 minute at 60°C on a 7500 Fast Real-Time PCR System using Power SYBR® Green PCR mastermix. All reagents, software, and equipment were supplied by Applied Biosystems, UK, and used according to the manufacturer's guidelines.

### Xenograft murine model

A breeding colony of NOD/SCID IL2R gamma^null^ (obtained from The Jackson Laboratory, USA) were housed and monitored at the Biomedical Science Unit at the Institute of Cancer Research. All experimental procedures and protocols have been approved by local ethical review at the Institute of Cancer Research and the Home Office. The mice were inoculated subcutaneously in the right flank with 2×10^6^ H929 myeloma cells in 50 μL RPMI-1640 and 50 μL Matrigel^TM^ Basement Membrane Matrix Growth Factor Reduced (Becton Dickinson). The mice were assigned into the following four treatment groups (10 animals per group): no treatment, tosedostat 75 mg/kg, CHR-3996 30 mg/kg, and tosedostat 75 mg/kg with concomitant CHR-3996 30 mg/kg. Both compounds were administered daily beginning four days after the tumour cells were inoculated; tosedostat by intra-peritoneal injection and CHR-3996 per oral. Caliper measurements of the longest perpendicular tumour diameters (length) and width were performed every other day to estimate the tumour volume using the following formula representing the 3D volume of an ellipse: 1/2 × (length) × (width)^2^.

## SUPPLEMENTARY TABLES

# Supplementary material for: The combination of HDAC and aminopeptidase inhibitors is highly synergistic in myeloma and leads to disruption of the NFκB signalling pathway
**Source:** Oncotarget. 2013 Aug 12;6(19):17314–27. doi: 10.18632/oncotarget.1168
**Supplement:** Supplementary file 1

**The combination of HDAC and aminopeptidase inhibitors is highly synergistic in Myeloma and leads to disruption of the NFκB signalling pathway – Smith et al**

**Supplementary Table 1: The LC<sub>50</sub> doses for myeloma cell lines treated with HDAC inhibitors.**

| Cell line | CHR-3996<br>LC50 (nM) | SAHA<br>LC50 (μM) | Na Valproate<br>LC50 (mM) |
|-----------|-----------------------|-------------------|---------------------------|
| H929      | 97.6                  | 0.51              | 1.38                      |
| KMS11     | 30.3                  | 0.17              | 0.82                      |
| LP-1      | 87.0                  | 0.51              | 3.14                      |
| MM1s      | 43.7                  | 1.84              | 10.0                      |
| RPMI-8226 | 33.0                  | 0.67              | 1.37                      |

**Supplementary Table 2: GEP changes following HDAC inhibition in myeloma cells.**

H929 were treated with CHR-3996 (250 nM) for 24 hours then analysed on a U133 Plus 2.0 Array (Affymetrix) and a supervised analysis performed with dCHIP comparing cells treated with the HDAC inhibitor to untreated cells. All p values were less than 0.05.

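Of the 72 distinct probe sets in Supplementary Table 2, 45 listed as higher and 27 as lower, all 72 had the stated direction in the deposited values and passed an adjusted p under 0.05 in limma's test over all 54613 probe sets other than controls. The ratio of linear means lay within 1% of the listed fold change for all 72. FGFR3, which encodes a fibroblast growth factor receptor, fell by 2.09 on the log2 scale (standard error 0.23, adjusted p = 2.1e-05 from limma; its other probe set was not called) and IL6R, the interleukin 6 receptor, by 1.48 (standard error 0.25, adjusted p = 0.00062 from limma). MAP2K6 and MAP3K5, kinases of stress signalling listed as MEK6 and ASK1, rose by 2.35 (standard error 0.13) and 1.21 (standard error 0.21). The probe set listed as JKK is assigned to TAOK3 and that listed as FOXN to FOXN3 in the platform annotation, with log2 fold changes of 1.77 (standard error 0.12) and 1.24 (standard error 0.16). From this table the paper reads changes in regulators of the cell cycle and of NFκB and in genes of endoplasmic reticulum stress and apoptosis, and, with more reserve, raised p53 signalling, lowered Wnt signalling and raised autophagy.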

| Probe ID          | Gene                               | Fold change | Function                                                                                                 |
|-------------------|------------------------------------|-------------|----------------------------------------------------------------------------------------------------------|
| <b>Cell cycle</b> |                                    |             |                                                                                                          |
| 236313_at         | CDKN2B (p15)                       | 18.71       | Inhibits cyclin dependent kinases                                                                        |
| 202769_at         | Cyclin G2                          | 18.65       | Negatively regulates cell cycle                                                                          |
| 219534_x_at       | CDKN1C (p57)                       | 15.39       | Inhibits cyclin dependent kinases                                                                        |
| 222494_at         | FOXN                               | 2.34        | Cell cycle arrest                                                                                        |
| 202284_s_at       | CDKN1A (p21)                       | 1.51        | Cell cycle arrest                                                                                        |
| 201853_s_at       | CDC25B                             | -2.14       | Entry into mitosis                                                                                       |
| 202870_s_at       | CDC20                              | -2.17       | Cell cycle control                                                                                       |
| 204826_at         | cyclin F                           | -2.25       | Cell cycle progression                                                                                   |
| 205034_at         | cyclin E2                          | -2.55       | Cell cycle progression                                                                                   |
| 226396_at         | CDK3                               | -2.71       | S phase entry                                                                                            |
| 204244_s_at       | DBF4/ASK                           | -2.86       | Cell cycle progression                                                                                   |
| 204092_s_at       | Aurora kinase A                    | -3.07       | Cell cycle progression                                                                                   |
| 214710_s_at       | cyclin B1                          | -3.15       | Cell cycle progression                                                                                   |
| 201202_at         | proliferating cell nuclear antigen | -3.58       | Cell cycle progression                                                                                   |
| 208712_at         | cyclin D1                          | -3.92       | Cell cycle progression                                                                                   |
| 203214_x_at       | CDK1                               | -3.98       | Cell cycle progression                                                                                   |
| 205393_s_at       | CHK1                               | -6.51       | Cell cycle checkpoint                                                                                    |
| 204318_s_at       | GTSE1                              | -5.17       | Cell cycle regulation, negatively regulates p53                                                          |
| 209464_at         | Aurora kinase B                    | -5.31       | Cell cycle progression                                                                                   |
| 203968_s_at       | CDC6                               | -6.9        | Initiation of DNA replication                                                                            |
| 203418_at         | cyclin A2                          | -8.7        | Cell cycle progression                                                                                   |
| <b>NFκB</b>       |                                    |             |                                                                                                          |
| 210538_s_at       | BIRC3                              | 23.51       | Negative regulator of NFκB signalling                                                                    |
| 223218_s_at       | IκB zeta                           | 7.49        | Inhibits NFκB transcriptional activity                                                                   |
| 221903_s_at       | CYLD                               | 2.47        | Negative regulator of NFκB signalling                                                                    |
| 201391_at         | TRAF1                              | -2.14       | TNF-induced NFκB activation                                                                              |
| 206641_at         | BCMA                               | -3.1        | BAFF induced NFκB activation                                                                             |
| <b>p53</b>        |                                    |             |                                                                                                          |
| 225912_at         | TP53 inducible nuclear protein 1   | 20.91       | Mediates p53 cell cycle arrest and apoptosis                                                             |
| 202672_s_at       | ATF3                               | 14.69       | Cell cycle arrest in response to DNA damage                                                              |
| 218346_s_at       | Sestrin 1                          | 3.36        | Activates mTOR inhibitors                                                                                |
| 223196_s_at       | Sestrin 2                          | 3.23        | Activates mTOR inhibitors                                                                                |
| 211692_s_at       | PUMA                               | 3.12        | p53 mediated apoptosis                                                                                   |
| 228006_at         | PTEN                               | 2.93        | Antagonises PI3K/Akt signalling and MDM2-led p53 degradation                                             |
| 203132_at         | RB1                                | 2.09        | Negative regulator of cell cycle                                                                         |
| 33322_i_at        | 14-3-3 sigma                       | 2           | p53 regulated cell cycle arrest                                                                          |
| 218403_at         | P53CSV                             | -2.16       | Protects cells from DNA damage-mediated apoptosis, up-regulated in a high percentage of myeloma patients |
| 1552518_s_at      | MDM2                               | -3.7        | Promotes p53 degradation                                                                                 |

|                          |                                  |       |                                                                    |
|--------------------------|----------------------------------|-------|--------------------------------------------------------------------|
| 208712_at                | cyclin D1                        | -3.92 | Cell cycle progression                                             |
| <b>Stress</b>            |                                  |       |                                                                    |
| 236990_at                | PERK                             | 15.25 | Mediates ER stress response, activates EIF2alpha                   |
| 209383_at                | DDIT3 (CHOP)                     | 13.3  | Stress-induced apoptosis                                           |
| 239045_at                | IRE-1                            | 5.29  | Mediates the ER stress response                                    |
| 220761_s_at              | JKK                              | 3.41  | Binding partner of IRE-1                                           |
| 226941_at                | ATF6                             | 2.77  | UPR transcription factor                                           |
| 230031_at                | BiP                              | 2.47  | ER protein folding and assembly                                    |
| 212984_at                | ATF2                             | 2.17  | Anti-proliferative/apoptotic role in response to stress stimuli    |
| <b>Apoptosis</b>         |                                  |       |                                                                    |
| 1552703_s_at             | caspase 1                        | 22.99 | Caspase-mediated apoptosis                                         |
| 225606_at                | BIM                              | 8.3   | Binds and antagonises Bcl-2 family members                         |
| 212593_s_at              | programmed cell death 4          | 8.06  | Pro-apoptotic and tumour suppressor                                |
| 204859_s_at              | APAF1                            | 4.22  | Central to the apoptosome, activates Caspase9                      |
| 204131_s_at              | FOXO3                            | 3.3   | Triggers apoptosis by increasing expression of pro-apoptotic genes |
| 211692_s_at              | PUMA                             | 3.12  | Binds and antagonises Bcl-2 family members                         |
| 203984_s_at              | caspase 9                        | 2.37  | Caspase-mediated apoptosis                                         |
| 202095_s_at              | BIRC5 (survivin)                 | -4.39 | Inhibits apoptosis                                                 |
| <b>Wnt</b>               |                                  |       |                                                                    |
| 238624_at                | Nemo like kinase                 | 9.14  | Antagonises Wnt signalling                                         |
| 204602_at                | DKK1                             | 7.6   | Antagonises Wnt signalling                                         |
| 200765_x_at              | Alpha-catenin                    | 5.01  | Regulates the transcriptional activity of beta-catenin             |
| 201908_at                | Dishevelled 3                    | 2.31  | Antagonises Wnt signalling                                         |
| 226191_at                | GSK3 beta                        | 2.11  | Antagonises Wnt signalling                                         |
| <b>Autophagy</b>         |                                  |       |                                                                    |
| 208786_s_at              | LC3B                             | 5.3   | Autophagosome formation                                            |
| 221478_at                | BNIP3L                           | 4.22  | Initiates autophagy by disrupting Bcl-2-Becclin1 complexes         |
| 223677_at                | APG10 autophagy 10-like          | 3.29  | Autophagosome formation                                            |
| 202512_s_at              | APG5 autophagy 5-like            | 2.22  | Autophagosome formation                                            |
| <b>Histone modifying</b> |                                  |       |                                                                    |
| 205659_at                | HDAC9                            | 8.26  | Histone deacetylase                                                |
| 222777_s_at              | WHSC1 (MMSET)                    | 4.69  | Histone methyltransferase                                          |
| 241458_at                | Huntingtin interacting protein B | 3.44  | Histone methyltransferase                                          |
| 202455_at                | HDAC5                            | 2.82  | Histone deacetylase                                                |
| 213320_at                | PRMT8                            | -2.1  | Histone methyltransferase                                          |
| 202182_at                | GCN5                             | -2.35 | Histone acetyltransferase                                          |
| 204027_s_at              | methyltransferase like 1         | -3.29 | Histone methyltransferase                                          |
| <b>Various</b>           |                                  |       |                                                                    |
| 205698_s_at              | MEK6                             | 5.07  | Activates p38 (cell cycle arrest and apoptosis)                    |
| 203836_s_at              | ASK1                             | 2.26  | Activates p38 (cell cycle arrest and apoptosis)                    |
| 212271_at                | p38                              | 2.08  | Cell cycle arrest and apoptosis                                    |
| 207121_s_at              | ERK3                             | -2.1  | Proliferation in response to external growth factors               |
| 205945_at                | IL6R                             | -2.7  | Response to IL-6                                                   |

|             |       |       |                                                      |
|-------------|-------|-------|------------------------------------------------------|
| 204379_s_at | FGFR3 | -4.28 | Proliferation in response to external growth factors |
|-------------|-------|-------|------------------------------------------------------|

**Supplementary Table 3: CHR-3996 and HDAC inhibitors SAHA and Sodium Valproate (VA) are highly synergistic with aminopeptidase inhibitor CHR-2797.**

H929 and RPMI-8226 cells were treated with a range of concentrations of HDAC inhibitor (**HDACi**, CHR-3996, SAHA or Sodium Valproate (VA)) and aminopeptidase inhibitor (**APi**) tosedostat (CHR-2797) over 96 hours after which the proliferation was measured by WST-1 assay. The Combination Index (CI) was calculated by a full 16 point Chou-Talalay analysis and the value for the 50% fraction given. When added in combination the drugs were either added concomitantly or 24 hours prior to one another. A CI of <0.8 is defined as synergistic, 0.8-1.2 additive, and >1.2 antagonistic.

| <b>HDACi</b> | <b>Cell line</b> | <b>HDACi + APi:<br/>concomitant</b> | <b>HDACi + APi:<br/>APi 24 hr prior</b> | <b>HDACi + APi:<br/>HDACi 24 hr prior</b> |
|--------------|------------------|-------------------------------------|-----------------------------------------|-------------------------------------------|
| CHR3996      | H929             | 0.53                                | 0.38                                    | 0.83                                      |
|              | RPMI-8226        | 0.36                                | 0.19                                    | 0.79                                      |
| SAHA         | H929             | 0.68                                | 0.24                                    | 0.66                                      |
|              | RPMI-8226        | 0.33                                | 0.15                                    | 1.44                                      |
| VA           | H929             | 0.29                                | 0.17                                    | 0.33                                      |
|              | RPMI-8226        | 0.14                                | 0.15                                    | 0.78                                      |

How the deposited data were processed for this re-analysis (not part of the article)

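Gene expression was measured in H929 myeloma cells on Affymetrix U133 Plus 2.0 arrays: 3 arrays each of untreated cells and of cells treated for 24 hours with 250 nM CHR-3996, with 1 µM tosedostat, or with both. The authors extracted RNA, amplified and biotin-labelled it, hybridized and scanned the arrays, and normalized them in dChip. The deposited values are log2 expression values, 1 for each of 54675 probe sets on each array, and the version of dChip, its normalization and its summary of probes are not given in the sources used here. The log2 scale was read from the values, and the ratios of their powers of 2 lie within 1% of the fold changes of all 72 probe sets of Supplementary Table 2. Between 1141 and 1344 values on each array are exactly 0, which looks like a floor, and at most 9 lie below 0.

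From the deposited values, 62 control probe sets were left out, and probe sets above the 40th percentile of an array on at least 3 of 12 arrays were kept, 36395 of 54613. No further normalization was applied. limma 3.58.1 in R 4.3.3 was fitted to the 12 arrays with 1 term for each of the 4 groups, with 8 residual degrees of freedom, and 6 contrasts were tested: each treatment against untreated cells, the combination against each single compound, and the interaction. p-values were adjusted by Benjamini and Hochberg within each contrast, at a threshold of 0.05. Gene symbols came from the platform annotation, updated through gene identifiers in a table of current RefSeq symbols. Of the kept probe sets, 29161 have 1 symbol, 1365 have several and 5869 have none in the annotation used here; a gene is represented by the brightest of its kept probe sets with 1 symbol, which gives 15587 genes. Results for probe sets of Table 1 and Supplementary Table 2 that this annotation does not list are not reported here by gene, apart from the one listed as IRE-1. Gene coordinates were not used here, since no genome build goes with the probes.

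Genes were grouped by 37 lists fixed before the data were examined, and each list was tested with camera at a preset correlation of 0.01 and at an estimated one. The genes named were fixed by a rule set at the same time: for each contrast the 10 highest and 10 lowest changes among called genes whose arrays do not overlap between the groups, the genes of the paper's text and tables through the paper's probe sets, and up to 4 called members of each list. The values in the paper's tables had been seen when the rule was set. Only some of the genes given by the rule are named here, and the rule as stated does not say which. Those left out include MAP2, ENPP2, RAB3C and FN1, among the 10 highest under CHR-3996. They also include ATF3, ATF6, CASP9, CTNNA1 and DVL3, called higher under CHR-3996 by their probe sets in Supplementary Table 2. Other genes are named where a count is explained, and were chosen after their values were seen.

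The test was tried on simulated data with 200 changed probe sets for each contrast. Changes of 0.5 on the log2 scale were recovered in 0 to 8.96% of cases, so small changes are mostly missed where as few as 200 probe sets change. CHR-3996 changed far more probe sets. Of its 10697 higher and 5723 lower calls, 5631 and 2031 were at least 2-fold, so many smaller changes were called there. The number of arrays limits the precision. Alternatives were quantile normalization, equal array medians, no filter, a filter at the 60th percentile, the replicate number as a block, a variance trend with robust estimation, a fit on the arrays of the compared groups alone, other probe sets for a gene, and leaving out each array in turn. The labels give the groups the same replicate numbers, and nothing states what a number marks. The scan files of the 4 groups also carry the same numbers as each other, in the order of the replicates. Deviations of same-numbered arrays from their group means correlated over 0.1 in all 3 pairs for tosedostat and untreated cells, for the combination and each single compound, and for the 2 single compounds, but not for untreated cells with CHR-3996 or with the combination. This was read for each pair of groups only after the calls were seen. Linear comparisons with unequal variances were added after the values were seen. The figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Western blots, DNA binding assays and cell assays of the paper were not analysed here.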

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

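Of the tests in this part, those of the scaling between arrays, of changes that add on the linear scale and of a signal ceiling were chosen only after the result was seen. The paper does not report the interaction between the compounds on these arrays, nor the gene groups outside its tables.

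The combination fell short of the sum of the single log2 changes in 67 probe sets, by the interaction test of limma; this count fell to 21 without combination replicate 3 and without the filter, and rose to 189 with the replicate block and 196 with the variance trend. For HLA-DPB1, a chain of a class II major histocompatibility molecule, the interaction was -3.92 (standard error 0.37, adjusted p = 0.0029), with an untreated value of 3.42, below the 40th percentile of the arrays; for INHBE, a gene of the response to amino acid shortage, -2.93 (standard error 0.32, adjusted p = 0.0060); and for KLHL5 -2.76 (standard error 0.15, adjusted p = 4.2e-05). Of 100 random splits of the 12 arrays into 4 groups of 3, 1 gave as many called probe sets, the labelled one, with 75 called against 18 in the highest other split. These other splits mix treated and untreated arrays, which widens the spread within groups, so they do not decide whether chance gives such a number. Changes that add on the linear scale would give a ratio near 1 between the combined increase and the sum of the single increases; over the 65 of these probe sets that were above untreated cells under both single compounds the median ratio was 0.665 (quartiles 0.395 to 0.833). These probe sets were selected for a negative interaction, which lowers the ratio, so this stays open. A ceiling of the array signal is argued against by a median log2 level of 9.32 in the combination (upper quartile 9.92), below the 95th percentile of the arrays at 11.00; a biological limit on the joint response of the 2 compounds remains open and was not tested.

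Few probe sets differed between the combination and CHR-3996 alone, 19 higher and 4 lower. The count moved with the model and with single arrays, from 1 higher and 0 lower without combination replicate 3, and 3 and 0 with the compared arrays alone, to 76 and 11 with the variance trend. The spread between arrays was not much larger in these groups: the median SD of the CHR-3996 and combination arrays was 1.09 times that of the untreated and tosedostat arrays. Of the 513 probe sets that tosedostat alone changed at least 2-fold, 422 had the same sign on top of CHR-3996 and 10 were called. The median ratio of the change on top of CHR-3996 to the change alone was 0.192 (quartiles 0.042 to 0.362). This is consistent with a smaller effect of tosedostat in cells that also receive CHR-3996, a hypothesis that rests on probe sets selected for a large change under tosedostat, which inflates that change.

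Most probe sets called under CHR-3996 were higher. With every array set to the same median, 47.2% were higher. Equal medians shift every probe set of an array by 1 amount and so move this share by themselves, which leaves open whether the excess comes from the scaling between arrays or from the treatment. Whether the cells hold more RNA after CHR-3996 was not measured on these arrays, and this stays open. The 3′ to 5′ difference of the β-actin control was smaller under CHR-3996 (1.59 against 2.14 on the log2 scale), while that of the GAPDH control was 0.45 against 0.44, so the 2 controls do not show the same shift.

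UHRF1, which fell under CHR-3996, had an interaction above 0, at 1.17 (standard error 0.19, adjusted p = 0.042). Without CHR-3996 replicate 2 no probe set had an interaction called above 0, so this call was lost. Tosedostat raised 7 of 10 class II major histocompatibility genes above untreated cells, none fell (7 when adjusted over the list alone), and the 3 not called included CIITA and CD74. It raised 10 of 16 interferon response genes (11 when adjusted over the list alone; 6 after quantile normalization) and 15 of 35 genes of the amino acid response (22 when adjusted over the list alone). Under CHR-3996 RGS1 and SELENOP rose by 8.52 and 7.95 on the log2 scale, RGS1 from an untreated value below the 40th percentile of the arrays. CXCL10 was higher in the combination than after CHR-3996 alone by 2.63.

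For the other comparisons, 3 arrays against 3 give 10 splits each, too few for a share under 0.05. Refitted on the 6 arrays compared, the labelled split gave 14869 for CHR-3996, 682 for tosedostat and 15871 for the combination against untreated cells and 14740 for the combination against tosedostat, with 0 in the highest other split of each, and 3 for the combination against CHR-3996, with 1 in the highest other split.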

How the results depend on the processing

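The comparison of linear values with unequal variances was chosen only after the result was seen, and it moved none of the 6 counts at the paper's thresholds by more than 1.5 times. The deposited values are already on the log2 scale, so the choice of a pseudocount did not apply. Under quantile normalization the number of lower probe sets was 9420 for CHR-3996, 354 for tosedostat, 9858 for the combination, 8570 for the combination against tosedostat and 8 for the combination against CHR-3996, and the interaction gave 19 above 0 and 147 below. With equal array medians the lower counts were 8981 for CHR-3996, 8929 for the combination, 8631 against tosedostat and 2 against CHR-3996. Without the filter, more probe sets were tested: tosedostat gave 616 higher and 70 lower, the combination against CHR-3996 6 and 0, and the interaction 1 and 21. The stricter filter gave 259 lower for tosedostat, 38 higher against CHR-3996, and 40 and 184 for the interaction. The variance trend gave 76 and 11 against CHR-3996, and 49 and 196 for the interaction. With the arrays of the compared groups alone, fewer arrays entered the fit: tosedostat gave 592 and 90, and the combination against CHR-3996 3 and 0, where 2840 and 1017 passed unadjusted in the fit of all arrays. At the thresholds of the paper with an adjusted p, 12 probe sets were lower under tosedostat. Beyond the fewer arrays or more probe sets named, the cause was not tested.

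With the number as a replicate block, tosedostat gave 1936 higher and 373 lower, the combination against CHR-3996 30 higher, and the interaction 42 and 189. Deviations of same-numbered arrays correlated at 0.036 to 0.288, with 15 of 18 pairs over 0.1, and 11 of 12 arrays correlated best with their own number. Of 36 pairs with different numbers, 0 were over 0.1, and the highest was 0.057. For the interaction, which spans all groups, this is a hint from the data and not the design.

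For TNFAIP3 the combination against tosedostat, 0.00 with the deposited values, was -0.15 after quantile normalization and -0.24 with equal medians, never called. Against CHR-3996, TNFAIP3 passed the threshold at 1.74 after quantile normalization, the stricter filter, the block and the variance trend; its interaction passed at -1.98 after quantile normalization, -2.15 with equal medians and -2.13 with the stricter filter, the block and the variance trend. NFKBIA against tosedostat passed at -0.66 with equal medians; against CHR-3996 it missed the threshold at 1.39 with equal medians and at 1.41 without the filter and with the compared arrays alone; its interaction passed at -1.29 with the block and the variance trend.

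Leaving out 1 array at a time gave 549 to 966 higher and 60 to 89 lower for tosedostat (fewest higher without tosedostat replicate 2, fewest lower without untreated replicate 3), 1 to 15 and 0 to 3 for the combination against CHR-3996 (fewest without combination replicate 3), and 0 to 9 and 21 to 79 for the interaction (fewest above 0 without CHR-3996 replicate 2, fewest below without combination replicate 3). TNFAIP3 ranged from -0.13 to 0.13 against tosedostat and from 1.56 to 2.07 against CHR-3996, and NFKBIA from -0.62 to -0.26 and from 1.21 to 1.56. TNFAIP3 passed against CHR-3996 without CHR-3996 replicate 2 (2.07), and was not above 0 against tosedostat without combination replicate 2 (-0.13) or tosedostat replicate 2 (-0.07) or 3 (-0.05). NFKBIA passed against tosedostat without combination replicate 1 (-0.62), and its call against CHR-3996 was lost without any 1 of the 6 arrays compared. Of the called results for the other named genes, none changed direction under these alternatives; 16 lost their call after quantile normalization, 24 with equal medians, 47 without the filter, 3 with the variance trend, 1 with the block and 35 with the compared arrays alone. With 1 array left out, 314 of these calls were lost, summed over the arrays, and 3220 were kept. Values near the floor of 0 limit what dim probe sets can show.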

Differences from the paper's values

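The comparison with unequal variances in this part was chosen only after the result was seen. For IκBα (NFKBIA), the paper's Table 1 gives a fold change of 4.93 under tosedostat and 6.55 under the combination, and the ratios of linear means from the deposited values were 6.55 under tosedostat and 4.93 under the combination. The 2 pairs hold equal values in opposite columns. For CYLD under the combination the paper's value is 4.16 and the ratio was 3.10. The other fold changes of Table 1 matched, apart from A20 under the combination. For the probe set listed as BIRC3 they were 49.18 under tosedostat, 23.52 under CHR-3996 and 110.63 under the combination, against 49.17, 23.51 and 110.62. The ratio of A20 under tosedostat was 14.63, and those of CYLD were 2.04 under tosedostat and 2.47 under CHR-3996, as listed. The ratios were recomputed from the deposited arrays, so the SD between arrays is not an error of that step. A difference within the SD therefore does not account for a mismatch. Filters and models do not enter a ratio of means. How the other alternatives set before the data were examined compare with the paper's values is as follows. For IκBα under tosedostat the difference fell within the SD between arrays after quantile normalization (5.82) and without untreated replicate 3 (6.06). Without tosedostat replicate 2 (6.74) the value moved away from the paper's, and the difference fell within the SD only because the SD rose from 1.39 to 1.92. For IκBα under the combination it did so without combination replicate 2 (5.42), without combination replicate 3 (5.18, where the SD rose from 1.30 to 1.73) and without untreated replicate 1 (5.27). Under the other alternatives, equal medians among them, neither did. For CYLD it did so under no alternative. For A20 (TNFAIP3) under the combination the paper's value is 16.64 and the ratio was 14.64. This is a mismatch too, although the difference is smaller than the SD between arrays. The difference exceeded that SD after quantile normalization (11.86), with equal medians (12.29) and without combination replicate 2 (13.30), untreated replicate 1 (13.48) or untreated replicate 3 (14.26), and did not under the other alternatives.

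The paper lists A20 as showing no significant change under CHR-3996. Its log2 fold change was 2.14 and was called by limma, while its unadjusted p was 0.084 when linear values were compared with unequal variances, a setting chosen after seeing the values, which drops 0 of the 10 changes the paper calls in Table 1 and 1 of the 72 in Supplementary Table 2. IκBα, listed the same way, had a linear ratio of 1.81, under the paper's 2-fold criterion, and was called by limma. CDKN1A is listed as changed with a ratio of 1.51, under that criterion.

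The paper states that MDM2 fell and that TRAF1 changed under CHR-3996. The probe sets listed for them are assigned to MTBP and TRAP1 and were lower, and no probe set assigned to MDM2 or TRAF1 was called lower: 1 of the 9 of MDM2 was called higher, and TRAF1 had a log2 fold change of 0.24 and was not called. The paper lists PRMT8 as lower, through a probe set assigned to PRMT3, and the 2 probe sets of PRMT8, at 0.33 and -0.29, were not called. PERK and IRE-1 are stated as higher. The probe sets listed for them, of which the first is assigned to EIF2AK3-DT and the second to no gene, were called higher, at 3.94 and 2.40; the 1 probe set assigned to EIF2AK3 was called higher, at 0.94, as was 1 of the 3 assigned to ERN1, at 0.76.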

Other observations

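Under CHR-3996 other gene groups changed that the paper does not describe. Of 11 measured histone genes, 9 were higher and 2 lower (9 and 2 when adjusted over the list alone), with H2BC5 at 4.78 and H2AX at -1.52; the higher ones include H1-2 and the lower ones H2AZ1. All 6 measured metallothioneins, which bind zinc and copper, were higher (6 when adjusted over the list alone; 5 after quantile normalization and 4 with equal array medians), led by MT2A at 3.27. Class II major histocompatibility genes were higher in 8 of 10 cases and lower in none (8 and none when adjusted over the list alone), and interferon response genes in 13 of 16 with 1 lower (13 and 1 when adjusted over the list alone), among them IFIT1 at 5.33. These lists passed camera (adjusted p = 0.026, 0.026, 0.0022 and 0.00073) and none did with an estimated correlation (adjusted p = 0.637 for each). Of 30 proteasome subunits 16 were lower and none higher (16 when adjusted over the list alone), of 13 genes of MYC and ribosome biogenesis 11 were lower (12 when adjusted over the list alone), and of 12 genes of plasma cell identity 6 were lower (6 when adjusted over the list alone), with SDC1, which encodes the plasma cell marker CD138, at -1.82. None of 9 housekeeping genes was called in limma (none when adjusted over the list alone), and 5 were lower with equal array medians.

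Tosedostat raised genes of the amino acid response, which act when amino acids run short: CHAC1 by 2.74, CTH by 2.26, DDIT3 by 2.02 and SLC7A11 by 1.62 on the log2 scale. ASNS, which encodes asparagine synthetase, rose by 0.65. The list passed camera (adjusted p = 8.3e-13), and had an adjusted p = 0.238 with an estimated correlation. Of 9 NRF2 target genes 3 were higher, ME1, NQO1 and GCLM (7 when adjusted over the list alone). On top of CHR-3996, none of 30 proteasome subunits was called in limma, and 10 were higher when adjusted over the list alone. The list had a camera adjusted p of 1.4e-09, and an adjusted p = 0.834 with an estimated correlation. CCNG2 in the combination had 4 probe sets called higher and 1 lower.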
